A study of Mus musculus with 12 samples.

How the data were processed

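RNA was sequenced from brain cortical endothelial cells of adult mice, sorted by flow cytometry as CD31-positive, CD41-negative and CD45-negative cells, which selects endothelium and removes platelets and leukocytes. Per the labels' protocols, libraries were made with SMART-Seq v4 PLUS, a kit that amplifies full-length cDNA from few cells, and were sequenced as read pairs on a NovaSeq X Plus. There were 12 libraries in 4 groups of 3: wild type (WT), endothelial knockout of the histone deacetylase gene Hdac2 (Hdac2 ECKO), endothelial knockout of the Polycomb methyltransferase gene Ezh2 (Ezh2 ECKO), and endothelial gain of function of beta-catenin, encoded by Ctnnb1 (beta-catenin GOF). Per the labels' protocols, the mutants carried lox alleles with Cdh5CreERT2, a tamoxifen-inducible Cre recombinase active in endothelium, and received 5 doses of tamoxifen at 75 mg/kg, with brains taken after 2 months. Whether WT mice received tamoxifen was not stated. Groups and replicate numbers were taken from the sample titles.

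The deposited table holds 1 value per gene and library for 21638 genes, and its title calls the values normalized. The values themselves were whole-number counts: totals differed between libraries, from 24781070 to 36109975, and between 79.1% and 83.5% of the values from 10 to 50 were even, against 59.3% to 67.1% of those from 300 to 1000. Such an excess of even values arises when both mates of a pair are counted, and a non-integer scaling followed by rounding would have removed it. The deposited values were therefore treated as raw counts of mates. The aligner, the counting tool, the annotation, the use of strand and any filter by the authors are not stated in the labels or the file header. The gene coordinates in the table matched GENCODE M21 gene positions on GRCm38 for 99.1% of its genes, and coordinates are given on that build, counted from 1. Gene length was taken from the table, in bases per the file header, and GC content from the GENCODE exons. A pair of symbols stood on 4 rows, which were kept apart by position. Xist and Y-linked genes were not analysed here, so the sex of the animals was not checked.

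The plan, fixed before the data were examined, foresaw limma on log2 values for normalized data and edgeR if the table held raw counts. Accordingly the main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3) with TMM scaling, 1 model over all 12 libraries with a term per group and no block. Genes with a mean count of at least 10 over the 12 libraries were tested (12577 genes), and p-values were adjusted by Benjamini-Hochberg within each of 6 contrasts, with a threshold of 0.05. The standard error of a log2 fold change was derived from its F statistic. Normalised levels are CPM, the count per 1000000 counts of the TMM-scaled library total, given as mean ± SD. For 5 gene lists written before the data were examined, camera (limma 3.58.1, inter-gene correlation 0.01) tested each list in the 3 contrasts against WT, adjusted over the 15 tests, and the value given is the median log2 fold change of the list. Correlations of log2 fold changes are Pearson's r across genes, which are not independent replicates.

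The genes named were chosen by a rule fixed beforehand: the targeted genes in every contrast against WT; per contrast against WT, the 5 largest rises and 5 largest falls past the threshold among genes whose 3 values per group did not overlap; where fewer than 2 passed in a direction, the 2 with the smallest p, which then did not pass; and up to 6 list members past the threshold. Other names are stated to have been chosen after their values were seen. Where a group's counts were all at or under the floor of 3 counts, the fold is the other group's mean over that floor, given as "at least". It bounds the ratio of group means against the floor, not that of each library, and carries no confidence level.

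The depth sets a floor of 0.0831 to 0.121 CPM per library (3 counts of the total). The reads carry no molecular identifiers, and both mates of a pair were counted. Intervals that take each count as independent are therefore too narrow even for counting error, and they cover no other error. Replicates were separate libraries: the counts of every pair within a group differed by far more than sampling noise, with a chi-square per degree of freedom of at least 65.2. The replicate numbers in the titles could pair libraries across groups, and a fit with the number as a block was an alternative.

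On simulated counts with 200 changed genes among 12577, edgeR recovered 74.5% of the changed genes, and 9.7% of its calls were unchanged genes, above the nominal rate. The limma test recovered 75% with 12.3% unchanged, DESeq2 recovered 82.5% with 21.8% unchanged, and the fit with sample quality weights recovered 69.5% with 9.2% unchanged. The simulated libraries did not differ in quality. A length trend planted in the counts gave 2596 calls uncorrected and 165 after the correction for length and GC content.

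Alternatives planned beforehand were other pseudocounts under limma, no filter, a mean count of at least 50, median-ratio scaling, quantile normalization, no variance trend, sample quality weights, a fit of only the 2 groups compared, the replicate block, DESeq2 1.42.0, leaving out each library and, for correlations, disjoint WT libraries. Chosen after the data had been seen were limma with a pseudocount of 1, scaling by library size only, a per-library spline correction for gene length and GC content (4 degrees of freedom each), that correction with the block, removal of the 4 haemoglobin genes, thinning of every library to the smallest total, and camera with an estimated inter-gene correlation. A sex covariate could not be used.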

Results

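Transcriptomes of sorted cortical endothelial cells were compared between WT mice and 3 endothelial mutants, with 3 libraries per group. Each library held 24781070 to 36109975 counts, and 13922 to 17091 genes were above 0. Replicates 1, 2 and 3 held 28854569, 33124642 and 31593577 counts in WT, 24781070, 25458675 and 26071384 in Hdac2 ECKO, 30880870, 30877689 and 26194646 in the libraries labelled Ezh2 ECKO, and 32405794, 36109975 and 34495856 in beta-catenin GOF. Log2 CPM profiles within a group correlated across genes with r from 0.90 to 0.96, against 0.86 to 0.95 for libraries from different groups.

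The targeted genes were examined first in every library. Hdac2 (ENSMUSG00000019777.16, chromosome 10, 36974544 to 37001889, plus strand, GRCm38) was at 129 ± 30.1 CPM in WT and 96.5 ± 15.2 CPM in Hdac2 ECKO (SD, n = 3 each). Its log2 fold change of −0.42 (SE 0.24) did not pass the threshold (edgeR adjusted p 0.22), and the values of the groups overlapped. Hdac2 stood at nearly the same level in beta-catenin GOF, with a log2 fold change of −0.43 (SE 0.24, edgeR adjusted p 0.88), and at −0.10 (SE 0.24, edgeR adjusted p 0.83) in Ezh2 ECKO. Ezh2 (ENSMUSG00000029687.16, chromosome 6, 47530139 to 47595341, minus strand) was at 6.75 ± 3.52 CPM in WT and 8.92 ± 3.36 CPM in the libraries labelled Ezh2 ECKO, a log2 fold change of 0.40 (SE 0.46, edgeR adjusted p 0.61). Ezh2 was thus not lower where the label names its knockout, and these libraries are called "labelled Ezh2 ECKO" throughout. Gene-level counts do not resolve exons, so the levels of Hdac2 and Ezh2 alone neither bear out nor contradict the labels. In Hdac2 ECKO and beta-catenin GOF the log2 fold change of Ezh2 was 0.49 and 0.47 (SE 0.46 each), and neither passed (edgeR adjusted p 0.48 and 0.94).

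Ctnnb1 (ENSMUSG00000006932.17, chromosome 9, 120929216 to 120960507, plus strand), which overlaps Ulk4 on the opposite strand, was at 654 ± 138 CPM in WT and 583 ± 109 CPM in beta-catenin GOF (log2 fold change −0.17, SE 0.29, edgeR adjusted p 0.96). Leaving out WT replicate 3 turned that value to 0.02. Ctnnb1 was at 1157 ± 271 CPM in Hdac2 ECKO and 1102 ± 303 CPM in the libraries labelled Ezh2 ECKO, with log2 fold changes of 0.82 (SE 0.29, edgeR adjusted p 0.071) and 0.75 (SE 0.29, edgeR adjusted p 0.13). Gene-level counts do not resolve exons, so the recombination of a lox allele that leaves the rest of the transcript in place was not measurable.

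**Figure D1:**
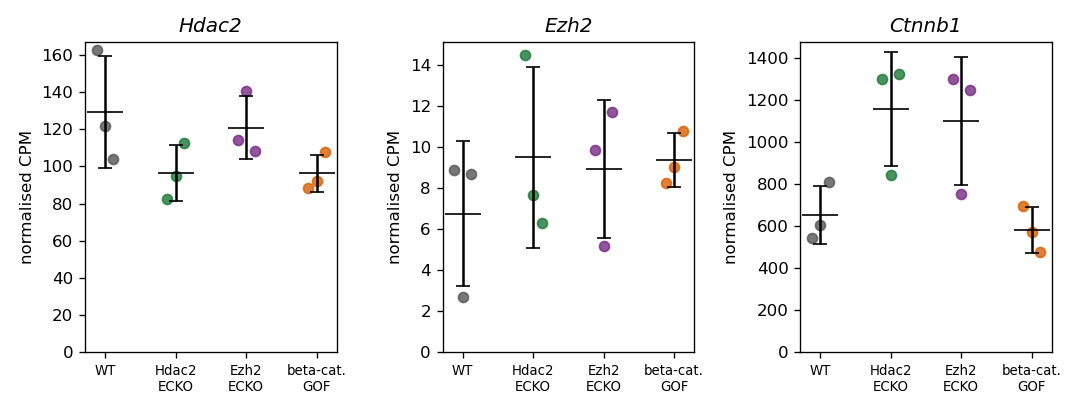
Normalised CPM of Hdac2, Ezh2 and Ctnnb1 in each of the 12 libraries (points), with the mean and SD per group (bar and whiskers) and a linear axis from 0. Hdac2 averaged 129 in WT and 96.5 in Hdac2 ECKO with overlapping points, and Ezh2 averaged 6.75 in WT and 8.92 in the libraries labelled Ezh2 ECKO.

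The series addresses whether loss of Hdac2 or Ezh2, or activation of beta-catenin, changes the adult brain endothelial transcriptome toward developmental and angiogenic programs. Against WT, Hdac2 ECKO differed in 1157 genes (480 higher, 677 lower, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), of which 1013 changed at least 2-fold. Sample quality weights moved this count most among the settings that kept all libraries, to 5374 genes. Leaving out single libraries gave between 0 and 2220 genes, so the call count rested on individual libraries. Of the tested genes, 37.8% had non-overlapping values in Hdac2 ECKO and WT, where chance gives 10%. With scaling by library size alone the calls were 1469 higher and 357 lower, and the median log2 fold change of all genes moved from 0.10 to 0.34, so directions are relative to TMM scaling.

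The libraries labelled Ezh2 ECKO differed from WT in 129 genes (43 higher, 86 lower), and 22% of tested genes did not overlap. The higher share was 33.3%, against 46.0% with quantile normalization, 56.7% with scaling by library size alone and 43.7% with the length and GC correction. beta-catenin GOF differed from WT in 0 genes, with 763 genes at an unadjusted p under 0.05, and 12.7% of tested genes did not overlap against 10% by chance. The smallest edgeR adjusted p in that contrast was 0.093.

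In both contrasts with calls, log2 fold change followed gene length. For Hdac2 ECKO against WT the Spearman correlation across genes with length was 0.44 and with GC content −0.19. For the libraries labelled Ezh2 ECKO it was 0.29 and −0.23, and for beta-catenin GOF 0.14 and 0.05. In Hdac2 ECKO the median log2 fold change rose from −0.52 in the shortest 20% of genes to 0.66 in the longest 20%. Removing a trend on length and GC content from every library left 972 calls for Hdac2 ECKO, of which 564 were among the 1157, and 375 for the libraries labelled Ezh2 ECKO, of which 108 were among the 129. The first principal component held 29.3% of the variance and placed Hdac2 ECKO 1 and 3 and the libraries labelled Ezh2 ECKO 1 and 3 between 47.7 and 84.3. It placed Hdac2 ECKO 2 at 9.30, and the library labelled Ezh2 ECKO 2 at −33.2 among WT and beta-catenin GOF libraries. No sequencing or library batch is given in the labels, so a comparison within batches could not be made.

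**Figure D2:**
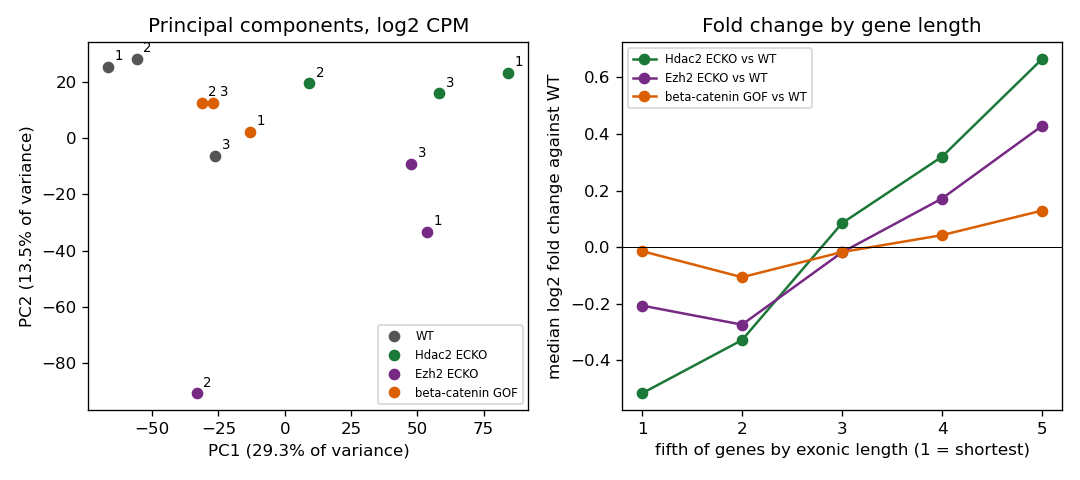
Left, the 12 libraries on the first and second principal components of log2 CPM, coloured by group and numbered by replicate, with the library labelled Ezh2 ECKO 2 apart at −90.7 on the second. Right, median log2 fold change against WT in 5 equal groups of genes by length, which rises from −0.52 to 0.66 in Hdac2 ECKO and from −0.01 to 0.13 in beta-catenin GOF.

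Among the largest rises in Hdac2 ECKO were genes with 0 counts in every WT library, so their folds are group means against the floor. Grem1 (ENSMUSG00000074934.3, chromosome 2, 113746164 to 113758646) averaged 2.99 ± 3.91 CPM and was at least 29.3-fold higher (edgeR adjusted p 0.038). Its counts in Hdac2 ECKO were 198, 26 and 18, so that mean rests mainly on replicate 1. Clec12b (chromosome 6, 129375515 to 129385874) was at least 20.2-fold higher (edgeR adjusted p 0.0495). Myocd (chromosome 11, 65176561 to 65269989) and Adamts15 (chromosome 9, 30899155 to 30922452) were at least 20.1-fold and 15.6-fold higher, and Susd5 (chromosome 9, 114057140 to 114098728) averaged 1.53 ± 1.13 CPM. Markers of pericytes and smooth muscle were also higher in these libraries as a list (median log2 fold change 1.40). Among the largest falls, Cd53 (chromosome 3, 106759921 to 106790149) had 0 counts in all Hdac2 ECKO libraries and was at least 23.3-fold lower, Gpx6 (chromosome 13, 21312125 to 21319624) at least 7.29-fold lower, and Gm4841 (chromosome 18, 60268305 to 60273272) at least 34.7-fold lower. Cd74 (chromosome 18, 60803848 to 60812652) stood at 25.2 ± 15.5 CPM in WT and 0.48 ± 0.25 CPM in Hdac2 ECKO (log2 fold change −5.70, SE 1.14, edgeR adjusted p 0.032), and H2-Ab1 (chromosome 17, 34257689 to 34269419) fell from 13.0 ± 14.6 CPM to 0.27 ± 0.22 CPM. Each of these genes passed in at most 2 of the fits that left out 1 library. Gm4841 and H2-Ab1 belong to multigene families, so their counts are uncertain where reads were split between copies. Cd53 had 60, 76 and 80 counts in WT and 0 in all 9 mutant libraries. It was at least 22.7-fold lower in the libraries labelled Ezh2 ECKO than in WT (edgeR adjusted p 0.048), and its fall in beta-catenin GOF did not pass (edgeR adjusted p 0.35).

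Of the list members past the threshold in Hdac2 ECKO, 6 were taken in order of p. Each of them passed in 2 of the 6 fits that left out 1 library. Hspg2 (chromosome 4, 137468769 to 137570630) rose from 3.49 ± 0.69 to 11.0 ± 1.14 CPM (log2 fold change 1.65, SE 0.33, edgeR adjusted p 0.032). Insr (chromosome 8, 3122061 to 3279617), Lama4 (chromosome 10, 38965515 to 39110188), Znrf3 (chromosome 11, 5276324 to 5444847) and Slco2b1 (chromosome 7, 99657804 to 99711340) rose by 1.13, 1.10, 1.26 and 0.99 on the log2 scale. With the length and GC correction the log2 fold changes of Insr, Lama4 and Znrf3 were 0.39, 0.43 and 0.87 and no longer passed (edgeR adjusted p 0.19, 0.31 and 0.064). Marveld2 (chromosome 13, 100595957 to 100616971) fell by 1.21, from 22.9 ± 3.04 CPM in WT, and stood at 8.10 ± 1.75 CPM in the libraries labelled Ezh2 ECKO.

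In the libraries labelled Ezh2 ECKO, Ifi202b (ENSMUSG00000026535.9, chromosome 1, 173962568 to 173982744, minus strand) stood at 16.2 ± 3.76 CPM against at most 2 counts in a WT library, and was at least 159-fold higher (edgeR adjusted p 4.42e-04). It lies among related genes of its family, so its count is uncertain where reads were split between copies. A variant of another strain at this gene was not tested. The call of Ifi202b held in all 6 fits that left out 1 library each. Npw (chromosome 17, 24657330 to 24658457) rose from 0.12 ± 0.21 to 9.68 ± 1.57 CPM and Gdpd3 (chromosome 7, 126766334 to 126775649) from 1.90 ± 1.27 to 31.4 ± 24.8 CPM (edgeR adjusted p 0.017 and 0.019), and each passed in 4 of those 6 fits. Doc2g (chromosome 19, 4003313 to 4007005), which overlaps another gene on its strand, was at least 8.86-fold higher, and Ttf2 (chromosome 3, 100938860 to 100969663) rose by 2.42 on the log2 scale. Arf5 (chromosome 6, 28423560 to 28426602), which overlaps Gcc1 on the opposite strand, fell from 90.7 ± 24.8 to 5.97 ± 6.08 CPM (log2 fold change −3.93, SE 0.61, edgeR adjusted p 0.019). Ntf3 (chromosome 6, 126101412 to 126166910) was at least 23.5-fold lower. Serpina3g (chromosome 12, 104236245 to 104241939) fell by 6.03 and Igtp (chromosome 11, 58199556 to 58207591), which overlaps Irgm2, fell by 4.06, where the Igtp level in WT was 676 ± 1030 CPM because of a single library. Serpina3g and Igtp also belong to multigene families. The WT mean of Serpina3g rests mainly on replicate 2 too, with counts of 66, 303 and 8 in WT replicates 1, 2 and 3. Its smallest fall with 1 library left out was −4.38 on the log2 scale. Doc2g, Ttf2, Ntf3, Cd53, Serpina3g, Igtp, Arf5 and Marveld2 passed in 2 of the 6 fits that left out 1 library.

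No gene passed in beta-catenin GOF against WT. The smallest p in each direction belonged to Serpine2 (chromosome 1, 79794197 to 79861180; 35.6 ± 18.2 to 219 ± 99.3 CPM) and Wdfy1 (chromosome 1, 79702262 to 79776143; log2 fold change 1.57), and to Cd24a (chromosome 10, 43578284 to 43584265; log2 fold change −1.91) and Cp (chromosome 3, 19957054 to 20009145; log2 fold change −2.08). Their edgeR adjusted p-values were 0.093, 0.35, 0.093 and 0.35, so none passed. Serpine2 passed in 7 of 17 other settings (adjusted p over these from 1.55e-13 to 0.23), and Wdfy1, Cd24a and Cp each passed in 3, which were no filter, sample quality weights and DESeq2. Serpine2 and Wdfy1 are neighbours on chromosome 1.

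Of the 129 calls in the libraries labelled Ezh2 ECKO, 91 were also called in Hdac2 ECKO, all in the same direction (30 higher, 61 lower). In beta-catenin GOF, which had 0 calls, 121 of the 129 and 1106 of the 1157 Hdac2 ECKO calls also had the same sign. Across 12577 genes the log2 fold changes of Hdac2 ECKO and of the libraries labelled Ezh2 ECKO correlated with r = 0.68. All contrasts share the WT libraries, which raises the overlap and the agreement in direction as well as such a correlation. Disjoint WT libraries were used for the correlations only. Those values used differences of mean log2 CPM and not edgeR's log2 fold changes. A single WT library was the reference for a group and the remaining WT libraries for the other. How much of a lower r comes from not sharing WT libraries, and how much from these changes, was not separated. With disjoint WT libraries the mean r over 6 assignments was 0.42 (range 0.31 to 0.48). For Hdac2 ECKO and beta-catenin GOF r was 0.59, and 0.24 with disjoint WT libraries (range 0.05 to 0.38). For the libraries labelled Ezh2 ECKO and beta-catenin GOF it was 0.49 and 0.19 (range −0.01 to 0.34), so some WT assignments left almost no correlation.

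**Figure D3:**
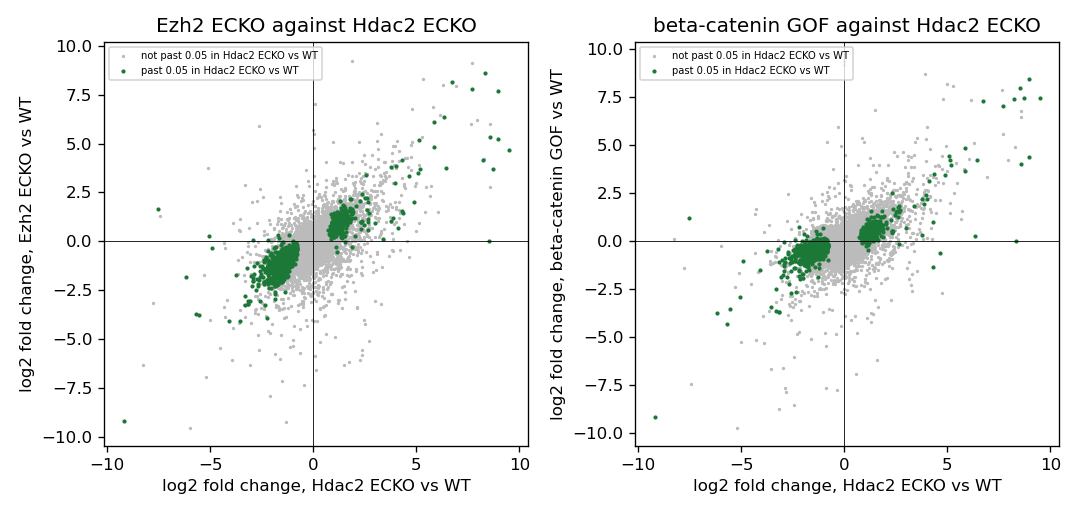
Log2 fold change against WT of each of 12577 genes in the libraries labelled Ezh2 ECKO (left) and in beta-catenin GOF (right) plotted against that in Hdac2 ECKO, with the 1157 genes past 0.05 in Hdac2 ECKO in green. The axes share the WT libraries, and r is 0.68 on the left and 0.59 on the right.

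Direct comparison of the mutants gave few genes. Hdac2 ECKO and the libraries labelled Ezh2 ECKO differed in 3 genes, with 1030 genes at an unadjusted p under 0.05. Same-numbered libraries of these groups deviated together (mean r of deviations 0.14), and with the replicate number as a block the count was also 3 genes. beta-catenin GOF differed from Hdac2 ECKO in 9 genes and from the libraries labelled Ezh2 ECKO in 8.

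The 5 lists written beforehand were then tested against WT. Angiogenic and tip-cell genes (33 genes tested) were higher in beta-catenin GOF, with a median log2 fold change of 0.41 and 27 genes higher (camera adjusted p 0.0035), and in Hdac2 ECKO, with a median of 0.62 and 26 genes higher (camera adjusted p 0.016). In the libraries labelled Ezh2 ECKO the median was 0.17 (camera adjusted p 0.12). The mean log2 CPM of this list lay between 3.65 and 3.70 in WT and above that range in all 9 mutant libraries. With an estimated inter-gene correlation neither result passed (camera adjusted p 0.14 and 0.16). Over the list alone, 7 members passed in Hdac2 ECKO, against 4 over all genes, and 0 in the other mutants. Markers of pericytes and smooth muscle were also higher in beta-catenin GOF and Hdac2 ECKO (median log2 fold changes 1.29 and 1.40). In the libraries labelled Ezh2 ECKO their median was 0.07. Whether RNA from such cells contributes to the rise of angiogenic and tip-cell genes was not tested. Beta-catenin response genes had medians of 0.65 in Hdac2 ECKO, 0.38 in the libraries labelled Ezh2 ECKO and 0.41 in beta-catenin GOF, and none passed (camera adjusted p 0.077, 0.19 and 0.077). In Hdac2 ECKO, 6 members of that list passed over the list alone and 4 over all genes, while 0 passed in either of the other mutants.

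Proliferation genes had medians of −0.04, −0.02 and −0.02 in Hdac2 ECKO, the libraries labelled Ezh2 ECKO and beta-catenin GOF (camera adjusted p 0.91, 0.86 and 0.91), and 1, 1 and 0 members passed over the list alone. Blood-brain barrier genes had medians of 0.18, 0.13 and 0.02 (camera adjusted p 0.91, 0.91 and 0.58), with 10, 4 and 1 members past the threshold over the list alone and 8, 1 and 0 over all genes. Of the 60 Polycomb-repressed developmental genes, 12 were expressed enough to be tested, with medians of 1.13, 0.45 and 0.20 (camera adjusted p 0.20, 0.96 and 0.52), and 0 members passed. None of the 15 list tests between mutants passed (smallest camera adjusted p 0.17).

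**Figure D4:**
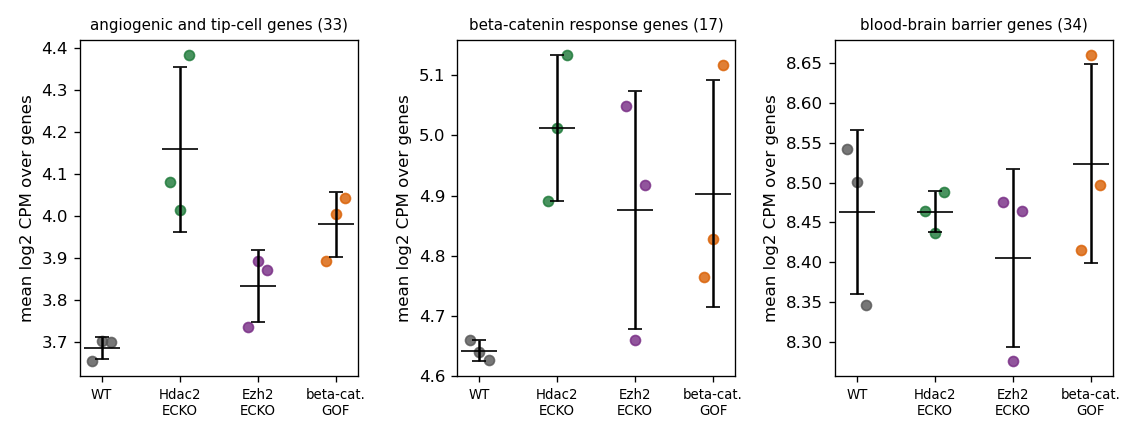
Mean log2 CPM over the genes of a list in each library (points), with the mean and SD per group, for angiogenic and tip-cell, beta-catenin response and blood-brain barrier genes. Angiogenic and tip-cell genes lie between 3.65 and 3.70 in WT and above that in the 9 mutant libraries, and the axes do not start at 0.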

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

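The tests of gene length and GC content on the differences between mutants were chosen after those results had been seen. Each of the 3 direct comparisons of mutants is listed because a test of the difference itself found genes past the threshold. Hdac2 ECKO against the libraries labelled Ezh2 ECKO gave 3 genes: Ifi202b (log2 fold change −7.38), Sgce (2.24) and Aldh1a1 (−2.64), named after their values were seen. After removal of the length and GC trend, 2 of the 3 were still called. Of the 10 splits of these 6 libraries, 1 gave as many genes, the real one, and the same held among the 4 that part all same-numbered pairs. With 10 splits the share cannot go below 0.1, so this test does not decide on chance. Ezh2 was not lower in the libraries labelled Ezh2 ECKO, and gene-level counts cannot show whether the allele was recombined. The genotype behind this difference therefore stays open.

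beta-catenin GOF against Hdac2 ECKO gave 9 genes, and 1 of them, Npw, was still called after the length and GC correction. The other 8 kept their direction, with edgeR adjusted p-values from 0.059 to 0.13 after the correction, so a length and GC bias may account for part of these calls. Of the 10 splits, 1 gave as many genes, and the largest count from another split was 4.

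beta-catenin GOF against the libraries labelled Ezh2 ECKO gave 8 genes, and 6 of them were still called after the correction. Of the 10 splits, 1 gave as many, with 0 genes from every other split. The share is never under 0.1 with 10 splits, so the splits do not decide whether these calls arise by chance. A difference of strain or of genotype in the libraries labelled Ezh2 ECKO was tested only near Ezh2 and near Ifi202b, where few calls lay, so it cannot be excluded.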

How the results depend on the processing

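The number of genes past the threshold depended on the settings for most contrasts, and where they differed the cause was not tested unless a value is given for it. In this part the contrasts are taken in the order Hdac2 ECKO against WT (1157 genes), labelled Ezh2 ECKO against WT (129), beta-catenin GOF against WT (0, with 763 at an unadjusted p under 0.05), Hdac2 ECKO against labelled Ezh2 ECKO (3), beta-catenin GOF against Hdac2 ECKO (9) and beta-catenin GOF against labelled Ezh2 ECKO (8).

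Without a filter on low counts the numbers were 2279, 1367, 157, 199, 978 and 359. Sample quality weights gave 5374, 3743, 26, 11, 3339 and 1466, and DESeq2 gave 2488, 1293, 47, 100, 335 and 152. The DESeq2 calls included 1157 of the 1157 and 129 of the 129, but DESeq2 also called more unchanged genes in the simulation (21.8% of its calls). With sample quality weights 9.2% of the calls were unchanged genes, but the simulated libraries did not differ in quality, so the larger counts under these weights were not tested. Quantile normalization gave 2004, 272 and 1 genes against WT, 6 for Hdac2 ECKO against labelled Ezh2 ECKO and 15 for beta-catenin GOF against labelled Ezh2 ECKO.

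The limma test planned for normalized values changed the Hdac2 ECKO count by less than 1.5 times. With a pseudocount of 1 it gave 243 genes for labelled Ezh2 ECKO and 1 for beta-catenin GOF against WT, and 15 for beta-catenin GOF against labelled Ezh2 ECKO. With a pseudocount of 5 these were 291, 1 and 17, with 9 for Hdac2 ECKO against labelled Ezh2 ECKO, and a pseudocount of 0.1 gave 1 for beta-catenin GOF against WT and 5 between Hdac2 ECKO and labelled Ezh2 ECKO.

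For labelled Ezh2 ECKO against WT, a mean count of at least 50 gave 219 genes, median-ratio scaling 76, no variance trend 9 and a fit of only the 2 groups compared 17. Scaling by library size only gave 1826 genes for Hdac2 ECKO (1469 higher, 357 lower, against 480 and 677), 30 for labelled Ezh2 ECKO (17 higher, 13 lower, against 43 and 86), 4 for beta-catenin GOF against Hdac2 ECKO and 14 for beta-catenin GOF against labelled Ezh2 ECKO. Without a variance trend, Hdac2 ECKO and labelled Ezh2 ECKO differed in 1 gene. The length and GC correction gave 375 genes for labelled Ezh2 ECKO and 1 for beta-catenin GOF against Hdac2 ECKO.

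Same-numbered libraries are different animals, and the mean correlation of their deviations lay between −0.05 and 0.09 in every contrast but Hdac2 ECKO against labelled Ezh2 ECKO (0.14). With the replicate number as a block, 1832, 536 and 13 genes passed for Hdac2 ECKO against WT, labelled Ezh2 ECKO against WT and beta-catenin GOF against labelled Ezh2 ECKO, and 0, 3 and 13 in the others. With the block and the length and GC correction together, the counts were 1105 and 560 for the first 2 contrasts, 1 for Hdac2 ECKO against labelled Ezh2 ECKO and 1 for beta-catenin GOF against Hdac2 ECKO. Under the block the medians of angiogenic and tip-cell genes were 0.62, 0.18 and 0.39 against WT (camera adjusted p 0.015, 0.090 and 0.0022), and those of beta-catenin response genes 0.69, 0.33 and 0.44 (camera adjusted p 0.066, 0.14 and 0.061).

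Across the 6 fits that each left out 1 library of a contrast, the counts ran from 0 to 2220, from 2 to 2328, from 0 to 4, from 1 to 3, from 0 to 541 and from 1 to 731. The values 2220, 2328, 541 and 731 came from leaving out Hdac2 ECKO replicate 2 or labelled Ezh2 ECKO replicate 2, each the library of its group nearest WT on the first component. Thinning every library to the smallest total moved the counts against WT less, to 1130, 152 and 0 genes.

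Hdac2 in Hdac2 ECKO kept its direction and its side of the threshold in all 17 settings. Ezh2 in the libraries labelled Ezh2 ECKO passed under sample quality weights only, at 1.28, higher than WT (adjusted p 0.043, range over 17 settings 0.043 to 0.95). Its log2 fold change was 0.06 with the length and GC correction and 0.13 with the block added to it. With 1 library left out it ran from 0.02 to 0.67, with 0.02 without WT replicate 2. Ctnnb1 in beta-catenin GOF ran from −0.31 to 0.02 when 1 library was left out, with 0.02 without WT replicate 3. Hdac2 in the libraries labelled Ezh2 ECKO turned from −0.10 to 0.10 without WT replicate 1, in a range from −0.23 to 0.10.

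Angiogenic and tip-cell genes ran from 0.52 to 0.70 in Hdac2 ECKO and from 0.27 to 0.43 in beta-catenin GOF when 1 library was left out, and did not pass without WT replicate 3. With an estimated inter-gene correlation their medians of 0.62 and 0.41 did not pass (camera adjusted p 0.16 and 0.14). In labelled Ezh2 ECKO the list passed with a mean count of at least 50 (0.44), with the length and GC correction (0.22) and with the block added to it (0.19). Beta-catenin response genes passed in Hdac2 ECKO with a mean count of at least 50 (0.64), the length and GC correction (0.68) and the block added to it (0.66), in labelled Ezh2 ECKO with the correction (0.45) and the block added to it (0.40), and in beta-catenin GOF with a mean count of at least 50 (0.42) and with the correction and the block (0.34). With 1 library left out, that list ran from 0.48 to 0.67 in Hdac2 ECKO and from 0.29 to 0.62 in beta-catenin GOF, and it passed without Hdac2 ECKO replicate 1 (0.60) and without beta-catenin GOF replicate 1 (0.62). The camera adjusted p in those fits was 0.035 and 0.016, and over the 17 settings that kept all libraries it ranged from 0.015 to 0.40 in Hdac2 ECKO and from 0.036 to 0.40 in beta-catenin GOF.

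Medians close to 0 changed sign without passing. Proliferation genes turned to 0.23 and 0.038 in Hdac2 ECKO and labelled Ezh2 ECKO with a mean count of at least 50, and to 0.21, 0.0076 and 0.022 in the 3 mutants with scaling by library size only. In labelled Ezh2 ECKO they turned to 0.14 with quantile normalization and 0.15 with sample quality weights. In beta-catenin GOF they turned to 0.0097 and 0.013 under limma with pseudocounts of 1 and 0.1, 0.058 with sample quality weights, 0.044 with the length and GC correction and 4e-04 after thinning. With 1 library left out they ran from −0.16 to 0.063, from −0.10 to 0.16 and from −0.28 to 0.12. Blood-brain barrier genes turned to −0.071 in Hdac2 ECKO and −0.0055 in labelled Ezh2 ECKO with the length and GC correction, to −0.075 and −0.0044 with the block added to it, and to −0.001 in beta-catenin GOF with median-ratio scaling, where leaving out 1 library gave −0.009 to 0.14. Polycomb-repressed genes turned to −0.10 in beta-catenin GOF without a filter. Over the 17 settings their medians ran from 0.05 to 1.41 in Hdac2 ECKO and from 0.02 to 0.775 in labelled Ezh2 ECKO. In beta-catenin GOF they ran from −0.10 to 0.57.

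The correlation of log2 fold changes between Hdac2 ECKO and labelled Ezh2 ECKO moved to 0.57 without a filter, 0.77 with a mean count of at least 50 and 0.42 with disjoint WT libraries, and ran from 0.52 to 0.75 with 1 library left out. That between Hdac2 ECKO and beta-catenin GOF moved to 0.47 without a filter and 0.24 with disjoint WT libraries (0.48 to 0.70 with 1 left out), and that between labelled Ezh2 ECKO and beta-catenin GOF to 0.19 with disjoint WT libraries (0.40 to 0.63). Apart from Hdac2, Ezh2 and Ctnnb1 each in its own mutant, given above, there were 37 single-gene results. Of these, 26 fell short of the threshold and 6 newly passed it under at least 1 setting, and 1 reversed, which was Hdac2 in labelled Ezh2 ECKO. Those that newly passed were Serpine2, Wdfy1, Cd24a and Cp in beta-catenin GOF and Ctnnb1 in Hdac2 ECKO and in labelled Ezh2 ECKO. The alternative with a sex covariate was not run.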

Other observations

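The tests on principal components, mural and microglial markers, the interferon list, Ifi202b and the neighbourhood of Ezh2 were chosen after the pattern had been seen, apart from the length and GC test of the interferon list, which was written before its result. Of the 10 splits of the 6 libraries, 1 gave as many genes as the real one for Hdac2 ECKO against WT (largest other count 0) and 1 for the libraries labelled Ezh2 ECKO against WT (largest other count 1). For beta-catenin GOF all 10 did, since the real count was 0 (763 genes at an unadjusted p under 0.05). For the list tests the number of splits with a p as small, in the order Hdac2 ECKO, labelled Ezh2 ECKO and beta-catenin GOF, was 1, 4 and 1 for beta-catenin response genes, 1, 1 and 1 for angiogenic and tip-cell genes, 6, 6 and 9 for proliferation genes, 8, 10 and 6 for blood-brain barrier genes, and 4, 10 and 6 for Polycomb-repressed genes. The share is never under 0.1 with 10 splits, so none of these separates a group effect from chance. Among the 4 splits that part all same-numbered pairs, 1 gave as many genes for each of the first 2 contrasts.

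Gene length and GC content are a candidate explanation for much of the Hdac2 ECKO contrast. Of its 1157 calls, 564 were still made after the trend was removed, and the first principal component's loadings followed gene length with a Spearman rho of 0.46. Removing the 4 haemoglobin genes gave 1171 calls and thinning all libraries to the smallest total gave 1130. For the libraries labelled Ezh2 ECKO, 108 of the 129 calls were still made after the trend was removed, and the counts without haemoglobin genes and after thinning were 129 and 152. The Spearman correlation across genes between gene length and a library's deviation from the mean of all libraries was −0.31 to −0.25 in WT and 0.38, 0.19 and 0.39 in Hdac2 ECKO replicates 1, 2 and 3. It was 0.26 and 0.34 in the libraries labelled Ezh2 ECKO 1 and 3 but −0.33 in 2, and −0.24 to −0.18 in beta-catenin GOF. The labelled genotype alone does not account for the trend in the libraries labelled Ezh2 ECKO, which are split by it. In Hdac2 ECKO, where all 3 libraries show it, a preparation difference and the genotype cannot be told apart, since the labels do not say which libraries were prepared together. The 564 genes that pass both ways are not fully explained by it.

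Haemoglobin genes took 3.61%, 3.64% and 5.46% of counts in the WT libraries (95% Wilson intervals 3.6004 to 3.614, 3.64 to 3.65 and 5.45 to 5.46), 2.31%, 0.048% and 0.11% in Hdac2 ECKO, 0.25%, 0.55% and 0.37% in the libraries labelled Ezh2 ECKO, and 3.20%, 0.054% and 2.91% in beta-catenin GOF. These intervals take the mates of a pair as independent and are too narrow.

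Markers of pericytes and smooth muscle, written beforehand, were higher as a list in Hdac2 ECKO (median log2 fold change 1.40, 9 of 9 genes higher, camera adjusted p 0.0018) and in beta-catenin GOF (1.29, 8 of 9 genes, camera adjusted p 6.39e-06), and not in the libraries labelled Ezh2 ECKO (0.07, camera adjusted p 0.97, and −0.09 under quantile normalization). In Hdac2 ECKO and beta-catenin GOF the medians stayed above 0 under every scaling tried. RNA from mural cells may therefore contribute to rises such as that of Myocd. With an estimated inter-gene correlation neither passed (camera adjusted p 0.38 and 0.26). The mean log2 CPM of the list was 2.78 to 3.83 in Hdac2 ECKO, 2.07 to 3.28 in beta-catenin GOF and 0.77 to 1.90 in WT. Microglia and macrophage markers (5 genes tested) were lower in beta-catenin GOF (median −4.88, camera adjusted p 0.0091, and 0.38 with an estimated inter-gene correlation). They did not pass there after thinning (camera adjusted p 0.078), and with a mean count of at least 50 the 1 gene left was higher (0.64, camera adjusted p 0.48). In Hdac2 ECKO and the libraries labelled Ezh2 ECKO 1 of the 5 genes was higher, with medians of −0.42 and −1.21 that did not pass (camera adjusted p 0.59 and 0.97). The Hdac2 ECKO median was −2.61 with the replicate block and −3.32 under sample quality weights (camera adjusted p 0.55 and 0.28), and with a mean count of at least 50 the same gene was at 0.04. The mean log2 CPM of the list ran from −2.53 to −0.46 in Hdac2 ECKO and from −1.46 to 0.87 in WT. The falls of Cd53, Cd74 and H2-Ab1 did not follow this list library by library. Its mean was lower in WT replicate 3 (−1.46) than in Hdac2 ECKO replicate 2 (−0.46), yet the counts of these genes were 80, 606 and 172 in the former and 0, 22 and 16 in the latter. That comparison rests on 1 library per group and on 5 genes with low counts. It therefore cannot decide whether fewer reads from microglia or macrophages account for the falls, and other leukocytes were not tested.

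Interferon-response genes were lower in every mutant under TMM, median-ratio, library-size and quantile scaling. The median log2 fold change of 33 genes was −0.97 in Hdac2 ECKO, −1.08 in the libraries labelled Ezh2 ECKO and −0.74 in beta-catenin GOF. After the length and GC correction the medians were −0.86, −0.87 and −0.74 (camera adjusted p 5.99e-07, 1.48e-07 and 9.85e-16). The falls of these 33 genes thus stayed nearly as large, which argues against length and GC content as their source. The mean log2 CPM of the list was 8.15 in WT replicate 2 against 6.45 and 6.78 in the other WT libraries and 6.06 to 6.46 in the mutants. Without WT replicate 2 the medians were −0.40, −0.34 and −0.21 (camera adjusted p 0.011, 0.0049 and 4.03e-04). With an estimated inter-gene correlation no contrast passed (camera adjusted p 0.22, 0.22 and 0.16). The list was written after interferon genes had been seen among the changed genes, so these tests cannot decide whether the mutations lower it. A single WT library with high interferon-response genes remains a candidate source.

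Ifi202b was close to absent in the other groups and present in all 3 libraries labelled Ezh2 ECKO. Reads only reassigned within its chromosome 1 family would leave the summed counts as they were, but the sum rose by 0.82 on the log2 scale. A second member, Ifi203, also passed (log2 fold change 2.06, edgeR adjusted p 0.046), and without Ifi202b the sum still rose by 0.67. Without Ifi202b and Ifi203 it fell by 0.42, and no member fell past the threshold. Because Ifi203 raises the sum by itself, the sum alone cannot exclude that some reads moved between copies. Reads of Ifi203 counted to Ifi202b at a constant rate would give similar shares in all libraries, but Ifi202b counts were 11.8% to 28.8% of Ifi203 counts in the libraries labelled Ezh2 ECKO and at most 0.81% in the other 9. If the gene lay in a block of DNA from another mouse strain, calls might cluster around it: 5 of 217 tested genes within 20 Mb were called besides Ifi202b (one-sided Fisher exact p 0.071). Around Ezh2, 4 of 164 were called (p 0.088), and around Hdac2, 11 of 113 in Hdac2 ECKO (p 0.47). None passed 0.05, with odds ratios of 2.35, 2.46 and 1.07. With only 5 and 4 calls near Ifi202b and Ezh2, these tests cannot exclude a block from another strain there. A variant of another strain at Ifi202b itself was not tested, and neither were labels exchanged between groups.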
